# Mulcom: a multiple comparison statistical test for microarray data in Bioconductor

**DOI:** 10.1186/1471-2105-12-382

**Published:** 2011-09-28

**Authors:** Claudio Isella, Tommaso Renzulli, Davide Corà, Enzo Medico

## Abstract

**Background:**

Many microarray experiments search for genes with differential expression between a common "reference" group and multiple "test" groups. In such cases currently employed statistical approaches based on *t*-tests or close derivatives have limited efficacy, mainly because estimation of the standard error is done on only two groups at a time. Alternative approaches based on ANOVA correctly capture within-group variance from all the groups, but then do not confront single test groups with the reference. Ideally, a *t*-test better suited for this type of data would compare each test group with the reference, but use within-group variance calculated from all the groups.

**Results:**

We implemented an R-Bioconductor package named Mulcom, with a statistical test derived from the Dunnett's *t*-test, designed to compare multiple test groups individually against a common reference. Interestingly, the Dunnett's test uses for the denominator of each comparison a within-group standard error aggregated from all the experimental groups. In addition to the basic Dunnett's *t *value, the package includes an optional minimal fold-change threshold, *m*. Due to the automated, permutation-based estimation of False Discovery Rate (FDR), the package also permits fast optimization of the test, to obtain the maximum number of significant genes at a given FDR value. When applied to a time-course experiment profiled in parallel on two microarray platforms, and compared with two commonly used tests, Mulcom displayed better concordance of significant genes in the two array platforms (39% vs. 26% or 15%), and higher enrichment in functional annotation to categories related to the biology of the experiment (p value < 0.001 in 4 categories vs. 3).

**Conclusions:**

The Mulcom package provides a powerful tool for the identification of differentially expressed genes when several experimental conditions are compared against a common reference. The results of the practical example presented here show that lists of differentially expressed genes generated by Mulcom are particularly consistent across microarray platforms and enriched in genes belonging to functionally significant groups.

## Background

A frequent approach to analyse gene expression data involves the use of *t*-tests, or their derivatives, to identify lists of genes with differential expression between two experimental groups [1]. Indeed, several microarray expression datasets encompass multiple experimental points to be compared with a common reference point such as time-course designs or multiple different treatments versus a control condition. The analysis is then aimed at assessing for each gene in which experimental group the expression is significantly different from the control group.

A frequently chosen approach is to run a *t*-test for each comparison. However, when applied to this type of data, the *t*-test has two main problems: (i) it does not correct the result of each comparison for the total number of comparisons made and (ii) information about experimental variability (the standard error) is extracted only from the two groups actually compared. Consequently, in the instance of limited replicates, inaccurate estimation of standard error leads to high type I and type II errors in the analysis. For these two reasons, simple remedies like Bonferroni or other types of multiple testing correction of the threshold *t*-value may avoid excessive false positives only at the cost of a significant reduction of the power. Alternatively, limitations of the *t*-test in this context have been addressed by implementing Bayesian modeling of the error [2] or by implementing sample permutation-based estimation of False Discovery Rate (FDR), like in the SAM approach [3,4]. In particular, SAM compares the number of null hypothesis rejections in the dataset organized in the subgroups of interest against the median number of rejections on a series of randomly generated subgroups. These approaches however do not benefit, within each comparison, from information on within-group variability available in the additional experimental groups.

As an alternative, ANOVA-based methods accumulate within-group variability from all the groups. However, this strategy does not permit a pair-wise comparison of each test group with the reference group [5]. Therefore, if a gene is differentially expressed in only one group versus the reference, this difference is diluted in the between-group variance calculated from all the groups.

The ideal approach would therefore be to estimate within-group variance from all the groups and then to perform single pairwise comparisons. Towards this end, we designed the Mulcom test, a derivative of the Dunnett's *t*-test [6] adapted to microarray data analysis. The test, implemented as an R-Bioconductor package [7], includes an optional tuneable fold-change threshold (*m*) and Monte Carlo simulation performing sample permutations to assess FDR in each comparison. We also implemented a streamlined procedure for automated optimization of test parameters, to maximize the number of significant genes at a given FDR.

In the present work we provide a detailed description of the Mulcom algorithm and the results of comparative analyses between Mulcom and other widely used Bioconductor packages (SAM and Limma). Comparative analyses were run on a microarray dataset obtained on two different array platforms from the same set of samples.

## Implementation

The Mulcom test was implemented using the statistical programming language R [8] with some functions wrapped from C++ to improve the performance of the script. The package is included in the open-source Bioconductor project [7].

The Mulcom package is designed to analyse ExpressionSet objects from the "Biobase" package as well as standard numeric matrices from the R environment. The Mulcom algorithm is based on the Dunnett's t-test [6], which estimates the within-group variability across all the different groups to be compared with the common reference.

The Mulcom analysis takes place according to the following steps:

For each experimental group E, it compares the average signal *E *with that of the common reference group *C *to obtain the function.

(1) $$FC=\bar{E}-\bar{C}$$

It then applies all the experimental groups to calculate the within-group Mean Square Error (*MSE*):

(2) $$MSE_{wg}=\frac{\sum \overset{\text{2}}{\underset{i}{s}}}{a},$$

where *s*^2 ^= square error, for each group *i*, including the reference group and *a *= degrees of freedom

Finally, the Mulcom *t *is calculated:

(3) $$t=\frac{|FC|-m}{\sqrt{\frac{\text{2}*MSE_{wg}}{Nh}}}$$

Where:

*FC *= fold change (difference), as calculated in (1)

*m *= minimal difference threshold (optional)

Nh = harmonic mean of sample replicates for the two conditions tested

*t *= *t*-value of the test

*MSE_wg _*= mean square error within group, as calculated in (2)

To estimate the False Discovery Rate (*FDR*), steps (1) to (3) are repeated after random sample permutation for *n *times, to generate a distribution of the number of positive hits from *n *randomly assembled sample groups.

For each experiment-to-reference comparison, the median number of positives in permuted sample groups is calculated, and FDR is estimated as $FDR=\frac{\bar{MRP}}{EP}$

Where:

*MRP *= Median Random Positives, i.e. the median number of null hypothesis rejections by the Mulcom test in all random sample permutations.

*EP *= Experimental Positives.

If no *m *fold change threshold is applied, users can manually define *t*-value significance thresholds on the basis of Dunnett's test alpha tables, such as the one at http://davidmlane.com/hyperstat/table_Dunnett.html. The degrees of freedom are obtained by subtracting the number of groups (including the control) from the total number of subjects in all groups. If the alpha tables cannot be used the package implements a set of functions to choose the best combination of *t *and *m*, i.e. one giving the highest number of positives at a chosen FDR rate. Furthermore the package also assists the user in the identification of alternative combinations of *t *and *m*, which can be evaluated and chosen using the Mulcom Optimization Plot (Figure 1). The plot visualizes the number of significant genes for each combination of *t *and *m *within the respectively chosen ranges, limiting the display to those combinations having an FDR below a threshold of choice. Together with the optional *m *threshold value for fold-change, the FDR analysis based on Monte Carlo simulation is the main difference between the Mulcom test and the conventional Dunnett's t-test. Additional information on the use of Mulcom is provided with the package vignette http://bioconductor.org/help/bioc-views/2.8/bioc/html/Mulcom.html.

**Figure 1:**
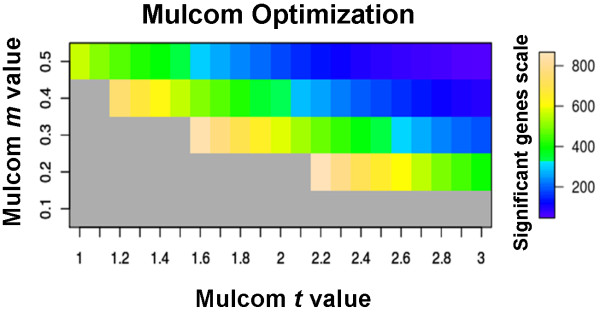
**Mulcom optimization plot**. Optimization plot generated by Mulcom to choose test parameters (*m *and *t*). The heatmap highlights the number of significant genes for each combination of *m *(*y*-axis) and t (*x*-axis) with a FDR below the threshold defined by the user (five percent in this case). Given the FDR threshold of choice, the box with the colour closest to the top of the scale indicates *t *and *m *values giving the maximum number of significant genes. Additional boxes to the right and top of the lightest one are shown to provide an estimate of the number of significant genes passing the test under more stringent *t *and *m *conditions. Whether such conditions further improve FDR, should be tested by fixing a lower FDR threshold and repeating the analysis.

## Results and Discussion

A previous spreadsheet-based implementation of the Dunnett's *t*-test was successfully applied to gene expression studies comparing multiple independent points against a common reference [9,10]. 

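Gene expression was measured with 10 Affymetrix hgu133a arrays on RNA from MDA-MB-435 cells, a human melanoma line. The arrays form 5 groups of 2: untreated cells, cells after 1, 6 and 24 h with HGF, and cells transduced with ITGB4. The sample descriptions of the transduced cells also hold the word Mock, while their treatment label and the paper name ITGB4. Mock-transduced cells are not among the groups, so an effect of transduction itself was not tested apart from one of ITGB4. The paper describes the arrays of each group as biological duplicates. The values are the authors' RMA values on the log2 scale. They run from 2.19 to 14.28, with array medians between 6.81 and 6.88. Presence calls were not used here. In their place, the 10137 probe sets other than controls with the highest second-highest value over the 10 arrays were kept, which copies the paper's rule of at least 2 samples and its number. The lowest such value kept was 7.31. Where the mean of a compared group lies under it, the size of a difference is not exact. Of the genes named this holds for ITGB4, MBNL1, PURA, SCYL2, LMAN1, CXCL8, RELB, SERPINB8 and DUSP5 in untreated cells, for ASPM, ZFYVE16, CDKN1B, BCL2A1, SEMA3C, ZEB1, ITGAV and HMGA2 at 1 h, for SATB1 and CHAC1 at 6 h, for CCND1, EGR1, ELOVL6, SLC38A6 and UGCG at 24 h, and for IFI6 in transduced cells. The kept probe sets with exactly 1 gene symbol stand for 6370 genes, and the other 1076 are not named. A gene is represented by its kept probe set with the highest mean unless another is given. Differences are log2 differences between group means, with standard errors from limma, which took the spread within groups from all 10 arrays. A probe set is called higher or lower at an adjusted p under 0.05, and no other difference is described as a rise or a fall. Gene lists, the filter, the tests of the comparisons and the rule for the genes named were set before the data were examined, and what was chosen later is named as such where it is given. The number of arrays limits the precision, since 2 arrays against 2 cannot give an exact two-sided p under 0.333 for a single gene.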

To evaluate the performance of the Mulcom test implemented as a Bioconductor package, we generated and analyzed transcriptomics data on a set of 10 RNA samples profiled with two independent microarray platforms (Affymetrix hgu133a and Illumina RS-8 Human Beadchip). This enabled cross-platform concordance analysis of the results. 

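After 1 h with HGF, 60 probe sets were higher and 515 lower than in untreated cells by limma. The 515 had a median difference from the untreated mean of -0.92 on HGF 1 h replicate 1 and -0.73 on replicate 2, so their fall was larger on replicate 1. Of 30 measured genes in a list of immediate-early and growth factor-induced transcription regulators, 5 were higher and 0 lower (6 and 0 adjusted over the list alone). JUN, a subunit of the AP-1 transcription factor, rose by 0.71 on the log2 scale (standard error 0.16, adjusted p = 0.0348 from limma, n = 2 arrays per group) on 1 of its 2 kept probe sets. The nuclear receptor NR4A1 rose by 0.65 (standard error 0.13) on 1 of its 3 kept probe sets, and was not called with the mean of the gene's kept probe sets. Of 10 NF-kB targets and cytokines, 4 were higher and 0 lower (5 and 0 adjusted over the list alone). NFKBIA, the inhibitor that NF-kB induces, rose by 0.71 (standard error 0.14, adjusted p = 0.0261 from limma), and the subunits NFKB2 and RELB by 0.68 and 0.61. Of 54 genes of the G2 and M phases, 0 were higher and 7 lower (0 and 14 adjusted over the list alone), with a median of -0.09 and a mean of -0.28. Among them the kinase TTK, of the spindle checkpoint, and HMMR, a spindle protein, both fell by 1.23 (standard errors 0.27 and 0.24). HMMR was called on 1 of its 2 kept probe sets. The G2 and M list's medians from the untreated mean were -0.25 and 0.25 on untreated replicate 1 and 2. After 1 h they were -0.26 and 0.05, and replicate 1 lay below replicate 2 in every group. The largest decrease among called genes was that of ASPM, a spindle pole protein, which fell by 2.11 (standard error 0.36, adjusted p = 0.0194 from limma). The set test camera of limma gave the regulators an adjusted p of 0.0435, the NF-kB list 0.0292 and the G2 and M list 0.00666. With an estimated correlation the adjusted p was 0.891, 0.891 and 0.944. No probe set passed limma at 1 h without untreated replicate 1, untreated replicate 2 or HGF 1 h replicate 1, where 1661, 1699 and 1662 probe sets had an unadjusted p under 0.05 and Mulcom called 0, 0 and 61. The adjusted p of the genes named was then up to 0.190, 0.221 and 0.201. Without untreated replicate 2 and HGF 1 h replicate 1 the camera adjusted p was 0.117 and 0.105 for the regulators, 0.216 and 0.0639 for the NF-kB list and 0.785 and 0.466 for the G2 and M list, whose median was then 0.13 and 0.054, and 0.0528 for the regulators without HGF 24 h replicate 1. Without HGF 1 h replicate 2 limma's adjusted p was 0.0780 for JUN and 0.0555 for NFKBIA, and without either HGF 6 h array 241 probe sets passed and that of JUN, NFKB2, RELB and TTK was up to 0.0594.
After 6 h, 395 probe sets were higher and 236 lower. Of 31 genes of ribosome biogenesis and MYC targets, 14 were higher and 0 lower (19 and 0 adjusted over the list alone), with a median of 0.51. The nucleolar proteins NOP16 and NOP2 rose by 1.12 and 1.04 (standard errors 0.20 and 0.15, adjusted p = 0.0123 and 0.00638 from limma). Of 26 genes of the unfolded protein and stress response, 0 were higher and 6 lower (0 and 10 adjusted over the list alone), with a median of -0.38. ATF4, the transcription factor of the integrated stress response, fell by 1.14 (standard error 0.15, adjusted p = 0.00457 from limma), and NUPR1, a stress-induced chromatin protein, fell by 0.99 (standard error 0.18). Of 14 mRNA decay and splicing factors, 4 were higher and 0 lower (4 and 0 adjusted over the list alone), among them SRSF7 at 0.69 and SRSF3 at 0.60 (standard errors 0.16 and 0.15), each called on 2 of 3 kept probe sets. FOSL1, another AP-1 subunit, rose by 1.59 (standard error 0.23) and the chemokine CXCL8, whose untreated mean of 6.14 makes the size inexact, by 1.42 (standard error 0.21). The 3 lists had a camera adjusted p of 4.27e-11, 4.29e-05 and 0.00628, and with an estimated correlation 0.891 for each. Without untreated replicate 1 or 2, limma called 66 and 19 probe sets at 6 h, and without HGF 6 h replicate 1 or 2, 59 and 25. In those 4 fits the ribosome biogenesis list had 3, 0, 1 and 0 called members, the stress list 1, 0, 2 and 0 and the splicing list 0, while the camera adjusted p stayed at or under 4.41e-10, 0.00114 and 0.00984. Limma's adjusted p of the genes named rose to between 0.0664 and 0.222 without untreated replicate 2 and between 0.0695 and 0.281 without HGF 6 h replicate 2. Lost without untreated replicate 1 were also NUPR1, SRSF7 and SRSF3 (0.109 to 0.181), and without HGF 6 h replicate 1 NOP16, CXCL8, SRSF7 and SRSF3 (0.0524 to 0.121).

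**Figure D1:**
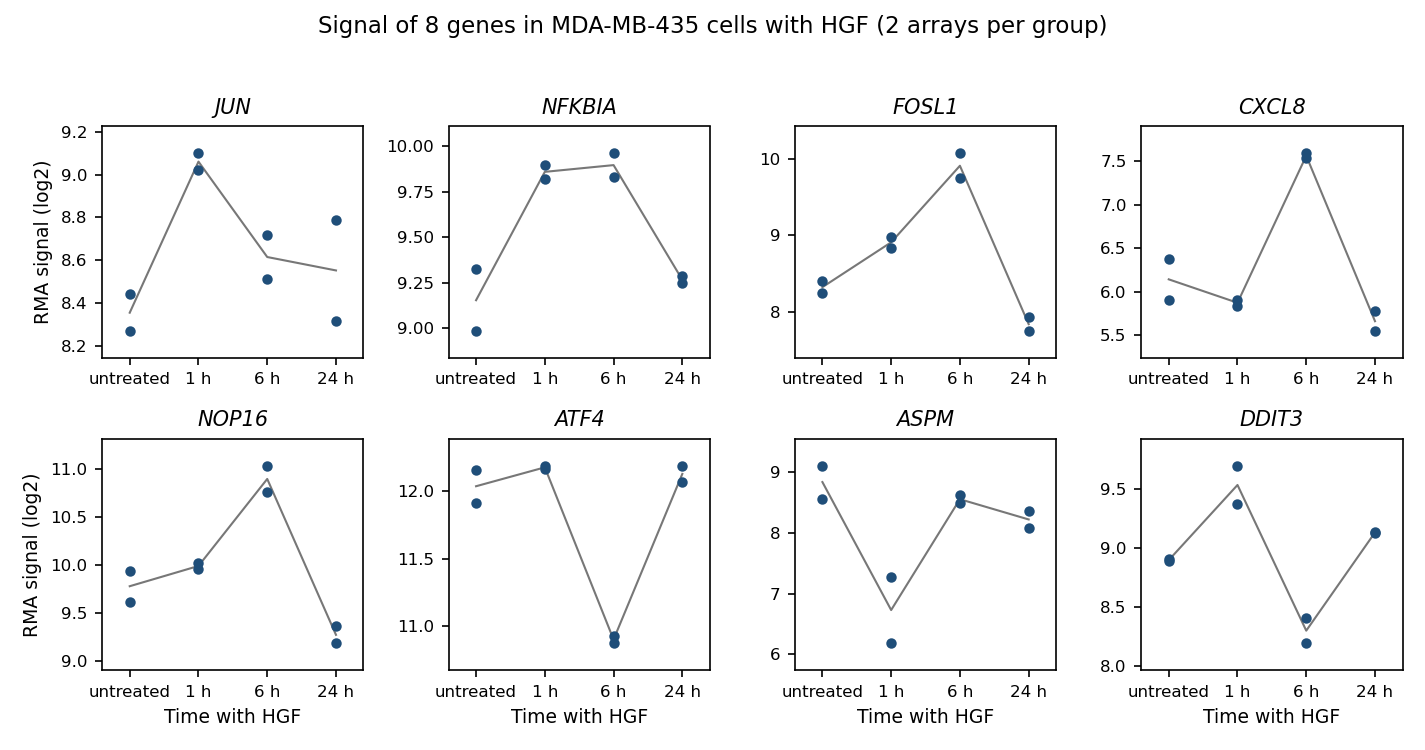
RMA values on the log2 scale (vertical axis) of JUN, NFKBIA, FOSL1, CXCL8, NOP16, ATF4, ASPM and DDIT3 in untreated cells and after 1, 6 and 24 h with HGF (horizontal axis). Points are the 2 arrays of each group and lines join their means. ASPM lies lowest after 1 h, FOSL1, CXCL8 and NOP16 highest after 6 h and ATF4 lowest after 6 h.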

The experiment explored gene expression changes induced in MDA-MB-435 human melanoma cells by 1, 6 or 24 hours of stimulation with Hepatocyte Growth Factor (HGF), known to trigger proliferation, motility and invasion [11]. 

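The 3 kept probe sets of ITGB4, the beta subunit of the laminin receptor in hemidesmosomes, were 13.10 ± 0.20, 11.82 ± 0.23 and 10.41 ± 0.17 in transduced cells and 6.64 ± 0.08, 5.45 ± 0.03 and 4.77 ± 0.07 in untreated cells (SD, n = 2). The log2 differences of 6.46, 6.37 and 5.65 had standard errors of 0.13, 0.16 and 0.18. The first had an adjusted p of 2.41e-10 from limma. Its untreated and transduced values lay at percentiles 45.8 and 99.4 of all probe sets, and all 3 untreated values lie under the lowest value by which a probe set was kept, 7.31, so the sizes of these differences are not exact. Only 2 other probe sets were called, both higher. Limma called 37 in all, 27 higher and 10 lower, with the adjustment over the 4 comparisons together. Of the 2 other probe sets, that of MBNL1, a splicing regulator, rose by 1.27 (standard error 0.12, adjusted p = 0.00140 from limma). This size is not exact either, from an untreated mean of 6.36. IQGAP1, a scaffold of actin and adhesion signalling, rose by 1.02 (standard error 0.13, adjusted p = 0.0153 from limma). Each was called on a probe set other than the gene's highest. The gene's other kept probe sets differed by 0.19 and 0.18 for MBNL1 and by -0.16 and 0.26 for IQGAP1. With the mean of each gene's kept probe sets limma called only 1 gene in transduced cells. With the spread of the 2 groups alone it called only the 3 probe sets of ITGB4. ITGA6, which encodes the alpha subunit that pairs with ITGB4, differed by 0.54 (standard error 0.21, adjusted p = 0.738 from limma). Of 20 integrins, laminins and hemidesmosome components, 1, ITGB4 itself, was higher and 0 lower (1 and 0 adjusted over the list alone). The ITGB4 and MBNL1 calls stayed whichever array was left out, whereas the adjusted p of IQGAP1 was 0.0568 without untreated replicate 1, 0.253 without untreated replicate 2, 0.193 without ITGB4 replicate 1, 0.0526 without ITGB4 replicate 2 and 0.0538 without either HGF 6 h array.

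**Figure D2:**
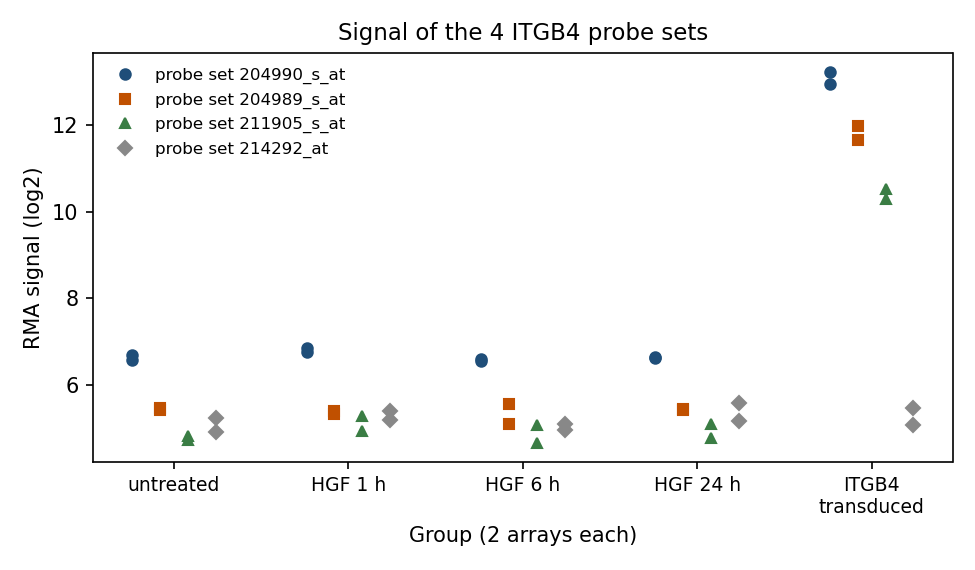
RMA values on the log2 scale (vertical axis) of the ITGB4 probe sets in the 5 groups (horizontal axis). Points are single arrays. The 3 kept probe sets lie above 10 in transduced cells and under 7 in every other group.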

The same cells were also transduced with Integrin-Beta4 (ITGB4) to stably up-regulate its expression. Therefore the dataset encompassed both a time-course experiment and one positive control condition, each repeated to generate biological duplicates. 

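After 24 h with HGF, limma called 0 probe sets against untreated cells, with 1131 at an unadjusted p under 0.05, while Mulcom called 5 and SAM 89. Limma called 17, all lower, with the adjustment over the 4 comparisons together, 10, all lower, without either ITGB4 array and 1 without untreated replicate 1. The largest differences in each direction that both arrays shared were those of NNMT, a nicotinamide methyltransferase, at 0.97 (standard error 0.35), and EGR1, an immediate-early transcription factor, at -1.32 (standard error 0.50). Limma's adjusted p was 0.399 and 0.403. The 24 h and 6 h arrays, compared directly, differed at 706 probe sets higher and 1275 lower after 24 h, which is 35.6% higher and 47.1% with median centring. Of the 31 ribosome biogenesis and MYC targets, 0 were higher and 21 lower than at 6 h (0 and 23 adjusted over the list alone), with a median of -0.59. NOP16 fell by 1.62 (standard error 0.20, adjusted p = 0.00124 from limma) from 6 to 24 h. Of the 26 stress response genes, 10 were higher and 2 lower (11 and 2 adjusted over the list alone), with a median of 0.37. The stress-induced NUPR1 was higher by 1.41 and ATF4 by 1.23 (standard errors 0.18 and 0.15). FOSL1 and the methionine adenosyltransferase MAT2A fell by 2.07 and 2.46 (standard errors 0.23 and 0.32). The camera adjusted p was 1.66e-10 for the ribosome biogenesis list and 5.99e-04 for the stress list, and 0.891 with an estimated correlation for both. Without HGF 6 h replicate 1 or 2, 731 and 477 probe sets differed between 24 and 6 h, and without HGF 24 h replicate 1, 858. Without HGF 6 h replicate 2, 4 stress response genes were higher, and whichever array was left out, at least 11 ribosome biogenesis genes were lower.
From 1 to 6 h, 1206 probe sets were higher and 651 lower, which is 64.9% higher and 54.4% with median centring. HMGA2, a chromatin protein, was higher by 1.87 and CHAC1, a glutathione-degrading enzyme of the stress response, fell by 1.77 (standard errors 0.26 and 0.25), sizes that are not exact at means of 5.87 for HMGA2 at 1 h and 7.14 for CHAC1 at 6 h. Without HGF 1 h replicate 1 the number was 319, and without HGF 6 h replicate 1 or 2 it was 378 and 201. Over all kept probe sets the differences at 1 and 24 h correlated with r = 0.67, where 100 simulations of unchanged groups against the shared untreated arrays gave 0.50. The covariance was 0.0523, with 0.0152 in the simulations. The correlation was 0.403 without HGF 24 h replicate 2 and 0.745 without HGF 24 h replicate 1. Part of it comes from the shared controls, since 2 untreated arrays cannot be split. At 1 and 6 h, 12 probe sets were higher and 37 lower at both, where independent lists would share 2.34 and 12.0, numbers that leave out the shared untreated arrays. The differences of all kept probe sets at 1 and 6 h correlated with r = 0.22, which is under the 0.50 of the simulations, with a covariance of 0.0226 (0.0152 in the simulations).

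**Figure D3:**
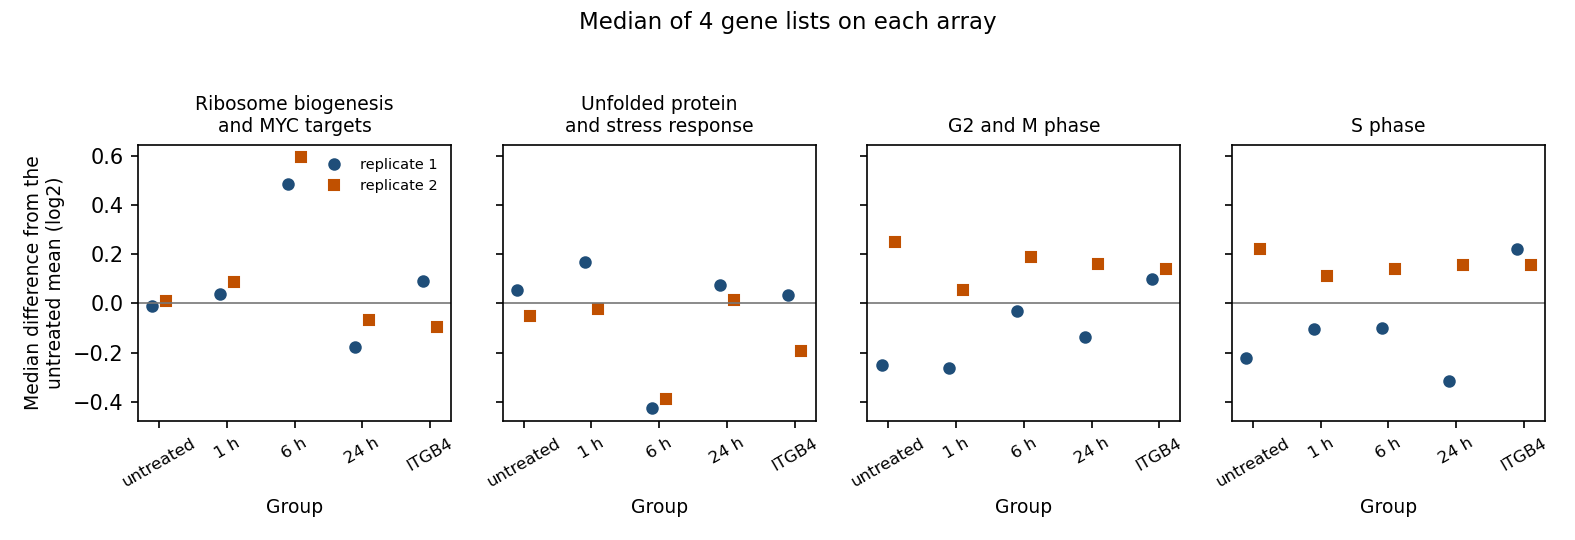
Median log2 difference from the untreated mean (vertical axis) on each of the 10 arrays (horizontal axis) for the ribosome biogenesis, stress response, G2 and M phase and S phase lists. Circles are replicate 1 and squares replicate 2. The ribosome biogenesis medians of both HGF 6 h arrays, 0.48 and 0.60, lie above those of the other arrays, and the stress response medians, -0.43 and -0.39, below them.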

Data were normalized and filtered for significant detection as described in the Preprocessing section.

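Of 25 melanocyte lineage markers on the array, 22 were kept by the filter, with a median level of 10.63. Of 27 epithelial and 20 fibroblast markers, 6 each were kept, with medians of 7.49 and 7.62. None of the 38 kept genes of cytosolic ribosomal proteins, at a median of 13.21, was called after HGF or in transduced cells. The difference between the 3' and 5' probe sets of ACTB and GAPDH, whose messengers are abundant in all cells, was -0.32 and -0.01 in untreated cells and -0.34 and -0.10 after 1 h with HGF (means, n = 2). For ACTB it was -0.34 and -0.36 on the arrays after 6 h, -0.085 and -0.33 after 24 h and -0.45 and -0.57 in transduced cells, and for GAPDH -0.21 and -0.0061, -0.14 and -0.024, and -0.16 and -0.19. The SD of the difference between the arrays of a group was 0.195 in untreated cells, 0.277 and 0.179 after 1 and 6 h, 0.259 after 24 h and 0.281 in transduced cells. The first principal component held 41.8% of the variance and the second 27.1%. On the first, the arrays after 1 h with HGF lay at 26.1 and 15.8, those after 6 h at -17.8 and -17.9, those after 24 h at 10.9 and 16.3, the untreated at -4.95 and -5.62, and the transduced cells at -22.5 and -0.51.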

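Mulcom, rebuilt from the equations in the paper, called 101 probe sets higher and 636 lower after 1 h with HGF, at the thresholds m = 0.3 and t = 1.6 that gave the most calls with an estimated FDR under 5% (0.0448). The gene with the largest increase in limma's values, RHOB, a growth factor-induced GTPase, rose by 1.03 (standard error 0.19). The endosomal protein ZFYVE16 and the nuclear pore protein TPR fell by 1.59 and 1.55 (standard errors 0.23 and 0.26). After 6 h, 554 were higher and 367 lower at m = 0.2 and t = 2.1 (FDR 0.0489). SERPINB8, a protease inhibitor, rose by 1.60 (standard error 0.28), and DEPTOR, an inhibitor of mTOR, fell by 1.39 (standard error 0.15). After 24 h, 5 probe sets were lower and 0 higher at m = 0.5 and t = 2.2. These were ELOVL6, SLC38A6, DNAJA1, UGCG and HSPH1, at -0.89, -0.96, -1.17, -1.17 and -1.25, which are named because the count is small, after their values were seen. DNAJA1 and HSPH1 are chaperones. In transduced cells 20 were higher and 5 lower at m = 0.4 and t = 2.4 (FDR 0.0400). Besides the genes limma called, they include the kinase-like SCYL2 at 0.93, the cargo receptor LMAN1 at 0.90, the folate receptor FOLR1 at -0.95 and the interferon-induced IFI6 at -1.12 (standard errors 0.15, 0.15, 0.16 and 0.19). Over the 4 comparisons 1591 probe sets of 1217 genes were called. Without untreated replicate 1 or 2 Mulcom called 0 in transduced cells, likewise without either ITGB4 array or with the spread of the 2 groups alone, and 9 without either HGF 6 h array. The search stopped at m = 0.5 and t = 3 in these settings, so a count of 0 does not bear on ITGB4 itself. Mulcom called 10 in transduced cells with a second draw of permutations, 7 with no filter, 8 with the mean of each gene's probe sets and 16 at an FDR under 1%. At 24 h it called 0 without either untreated, HGF 6 h or HGF 24 h array and 82 without either ITGB4 array. At 6 h it called 137 and 80 without untreated replicate 1 and 2, and 217 and 66 without HGF 6 h replicate 1 and 2. In limma, the calls of RHOB, ZFYVE16 and TPR were lost without either untreated array or HGF 1 h replicate 1 (adjusted p from 0.0610 to 0.163), and that of SERPINB8 without either untreated or either HGF 6 h array (0.0555 to 0.119).

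**Figure D4:**
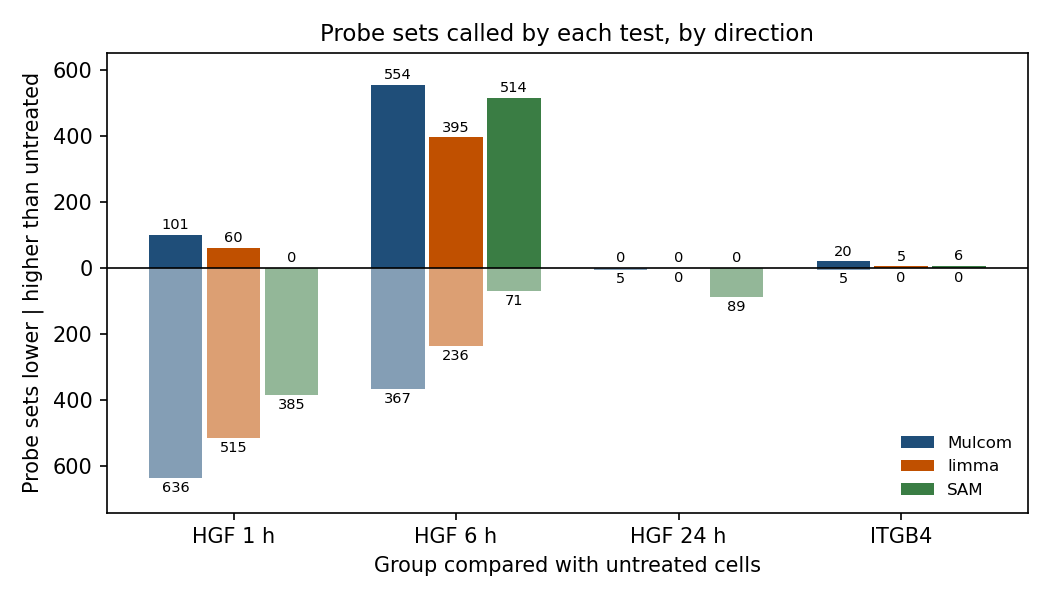
Number of probe sets called higher and lower (vertical axis) by Mulcom, limma and SAM in each comparison with untreated cells (horizontal axis). Lower calls outnumber higher ones after 1 h and higher calls outnumber lower ones after 6 h with each test.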

Mulcom analysis on Affymetrix data identified a total of 1556 significant probe sets (1249 genes), out of 10137 detected probe sets (8105 unique genes), at a threshold FDR below 5%. The same data were analyzed with Bioconductor implementations of two other widely used tests, Limma and SAM [2-4], each tuned to yield a comparable number of significant probe sets. SAM identified 1235 probe sets (1006 genes) with FDR below 1%, and Limma identified 1262 probe sets (956 genes) with p-value below 0.05. 

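SAM, also rebuilt and run at an estimated FDR under 1%, called 385 probe sets at 1 h, all lower, and 514 higher and 71 lower at 6 h. JUNB and IER2, immediate-early genes higher at 1 h by 0.52 and 0.53 in limma (standard errors 0.13 and 0.14), were not called by SAM there. In limma both calls were lost without either untreated array, HGF 1 h replicate 1 or either HGF 6 h array (adjusted p from 0.0718 to 0.257), that of JUNB also without HGF 1 h replicate 2 (0.0650) and that of IER2 without either HGF 24 h array (0.0564). SAM's s0, the constant added to each standard error, lay at percentile 85 at 1 h, 95 at 6 h and 95 in transduced cells. At 24 h it was 0.660, at percentile 100. SAM called 89 probe sets at 24 h, all lower. The number there was 20 with median centring, 27 with cyclic loess, 46 with no filter, 42 with the stricter filter, 52 with the mean of each gene's probe sets, 315 at an FDR under 5% and 4 with an s0 of 0. The 89 include SFPQ, a splicing factor and paraspeckle protein, at -1.18 (standard error 0.30), on a probe set whose limma adjusted p was 0.345. In transduced cells it called 6, those called by limma and PURA, a nucleic acid-binding protein, at 0.78 (standard error 0.14), which was chosen after its value was seen. The union over the 4 comparisons was 990 probe sets of 755 genes for SAM and 1156 of 905 genes for limma at an adjusted p under 0.05.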

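Called by all 3 tests in at least 1 comparison were 720 probe sets of 570 genes. At 1 h these include ZEB1, a transcription factor of epithelial-mesenchymal transition, which fell by 0.99 (standard error 0.21, adjusted p = 0.0291 from limma). At 6 h they include SPHK1, which makes sphingosine 1-phosphate, and DUSP5, a phosphatase of nuclear ERK. SPHK1 rose by 1.33 (standard error 0.13) and DUSP5 by 1.11 (standard error 0.17), with an adjusted p of 0.00228 and 0.00768 from limma. HERPUD1, an endoplasmic reticulum stress gene, fell by 1.14 (standard error 0.18). Probe sets called in the same comparison by all 3 tests numbered 309 at 1 h, 408 at 6 h, 0 at 24 h and 5 in transduced cells. The ZEB1 call was lost in limma without either untreated array or HGF 1 h replicate 1 (adjusted p from 0.0737 to 0.201), and those of DUSP5 and HERPUD1 without either untreated array or HGF 6 h replicate 2 (0.0555 to 0.103). The HERPUD1 call was also lost without HGF 6 h replicate 1 (0.0643), while SPHK1 stayed called whichever array was left out.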

The intersection between the three lists was of 871 probe sets, showing a notable but partial concordance (Figure 2). All Affymetrix probe sets were then mapped to the Illumina dataset by gene symbol, and the three tests were applied to this second dataset, maintaining the respective FDR or p-value thresholds, to check cross-platform consistency. Interestingly, Mulcom displayed the highest fraction of validated genes (Table 1) and a similar number of significant genes in the two platforms.

**Figure 2:**
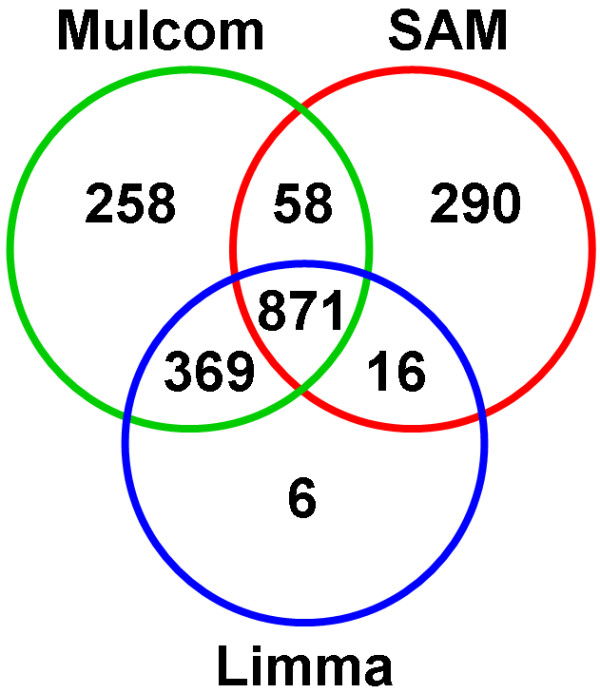
**Overlap between Mulcom and other tests**. Venn diagram showing intersections between lists of significant probe sets defined by Mulcom, SAM and Limma (Affy dataset). These show a limited partial but significant overlap.

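All 1156 probe sets of limma were among those of Mulcom, where independent lists of these sizes would share 181. SAM shared 800 with Mulcom and 720 with limma, where 155 and 113 would be shared by independent lists. The 3 lists come from the same arrays. Mulcom alone called 355 probe sets and SAM alone 190, 80 were called by both but not by limma, and 436 by Mulcom and limma but not by SAM. At 24 h, the chaperones HSPH1 and DNAJA1 were called by Mulcom and SAM but not by limma, and EGR1 by SAM alone. At 1 h, JUN, NFKBIA, NFKB2 and RELB were called by Mulcom and limma but not by SAM, and at 6 h the pigment enzyme TYR.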

**Table 1:** Validation across microarray platforms of Mulcom, Limma and SAM tests

		Mulcom	Limma	SAM
**HGF 1 h**	Significant genes in Affy	867	672	723
	Validated in Illumina	150	0	48

**HGF 6 h**	Significant genes in Affy	681	518	561
	Validated in Illumina	317	237	100

**HGF 24 h**	Significant genes in Affy	4	0	82
	Validated in Illumina	1	0	1

**ITGB4 +/-**	Significant genes in Affy	26	6	75
	Validated in Illumina	1	1	0

**Total**	Significant genes in Affy	1249	956	1006
	Validated in Illumina	487	246	151
	True positive rate	39%	26%	15%

Number of genes identified by Mulcom, Limma and SAM tests in the Affymetrix dataset, and the number of validated genes in the Illumina dataset for all the pair-wise comparisons.

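Mulcom called 571 genes at 1 h, 707 at 6 h, 5 at 24 h and 20 in transduced cells. Limma called 462, 491, 0 and 3, and SAM 307, 444, 70 and 4. ATRX, a chromatin remodeller, is an example at 1 h, where it fell by 1.47 (standard error 0.23, adjusted p = 0.0122 from limma) and 2 of its 3 kept probe sets were called. At 6 h, SCO2, a copper chaperone of cytochrome c oxidase, rose by 1.39, and SATB1, a chromatin organizer, fell by 1.36 (standard errors 0.16 and 0.14). Both calls of 6 h stayed whichever array was left out. ATRX was not called in limma without either untreated array or HGF 1 h replicate 1 (adjusted p from 0.0727 to 0.115).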

To assess the functional significance of the genes identified by the three tests, we analysed them using Ingenuity Pathways Analysis (Ingenuity^® ^Systems, http://www.ingenuity.com. For each of the three tests, the list of significant genes defined in Affymetrix data was tested for enrichment in specific functional annotation keywords. 

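Of 22 G1 regulators of the cell cycle, 0 were higher and 3 lower at 1 h (1 and 4 adjusted over the list alone). They were the cyclin CCNG2, the cyclin-dependent kinase inhibitor CDKN1B and SKP2, which targets CDKN1B for degradation. They fell by 0.80, 0.74 and 0.72 (standard errors 0.19, 0.18 and 0.18). Limma's adjusted p was 0.0384, 0.0398 and 0.0421. CCNG2 was called on 2 of 3 and SKP2 on 1 of 2 kept probe sets, and SKP2 was not called with the mean of the gene's kept probe sets. Of 44 S phase genes, 0 were higher and 3 lower (0 and 3 adjusted over the list alone), among them RAD51AP1, a homologous recombination factor, which fell by 1.09 (standard error 0.23). At 6 h, 0 of the G1 regulators were higher and 3 lower (3 and 4 adjusted over the list alone), with CCNG2 at -0.89 and the antiproliferative BTG1, on 1 of its 2 kept probe sets, at -0.66 (standard errors 0.19 and 0.13). The list's median was then 0.08 and its mean 0.03, while its direction in limma's camera was down (adjusted p = 0.832). Of 31 apoptosis regulators, 0 were higher and 2 lower at 1 h (0 and 2 adjusted over the list alone), and 2 were higher and 1 lower at 6 h (2 and 1). BCL2A1, an antiapoptotic BCL2 relative, was among both, as it fell by 0.86 at 1 h and rose by 0.70 at 6 h (standard error 0.11 for both). CYCS, cytochrome c, fell by 0.57 at 1 h and the TWEAK receptor TNFRSF12A rose by 1.05 at 6 h (standard errors 0.13 and 0.27). All calls named at 1 h were lost in limma without untreated replicate 1, untreated replicate 2 or HGF 1 h replicate 1 (adjusted p up to 0.171, 0.255 and 0.241), 3 without HGF 1 h replicate 2 (up to 0.0899) and 4 without either HGF 6 h array (up to 0.0671). Those of CCNG2, BTG1, BCL2A1 and TNFRSF12A at 6 h were lost without either untreated array (up to 0.155 and 0.212) or HGF 6 h replicate 2 (up to 0.249), and 3 of them without HGF 6 h replicate 1 (up to 0.158), that of TNFRSF12A also without either HGF 1 h (0.0562) or HGF 24 h array (0.0521).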

Four keywords displayed an enrichment p-value below 0.001 in at least one of the three lists: "gene expression", "cell cycle", "cell death" and "cellular movement". 

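Of 45 genes of cell movement, adhesion and matrix proteolysis, 1 was higher and 5 lower at 1 h (1 and 6 adjusted over the list alone), and 3 were higher and 1 lower at 6 h (5 and 2). The list's median at 1 h was 0.02, its mean -0.09 and its direction in limma's camera down (adjusted p = 0.368). SEMA3C, a secreted semaphorin, fell by 1.31 at 1 h (standard error 0.16, adjusted p = 0.00820 from limma). The vitronectin receptor subunit ITGAV and the matrix protein SPP1 fell by 0.85 and 0.57 (standard errors 0.20 and 0.13). At 6 h the focal adhesion adaptor PXN rose by 0.60 and the urokinase receptor PLAUR by 0.49 (standard errors 0.12 and 0.11, adjusted p = 0.0178 and 0.0336 from limma). SNAI2, a transcription factor of epithelial-mesenchymal transition and melanocytes, fell by 0.78 (standard error 0.18). The melanocyte regulator MITF fell by 0.81 and the receptor ERBB3 by 0.70 at 6 h (standard errors 0.14 and 0.14), 2 of the 3 of 22 melanocyte markers that were lower there (4 adjusted over the list alone), with 1 higher. MET, the receptor of HGF, differed by -0.39, -0.29 and -0.53 at 1, 6 and 24 h and by 0.20 in transduced cells (standard error 0.20), none of them called. Without untreated replicate 1, untreated replicate 2 or HGF 1 h replicate 1 the calls named at 1 h were lost in limma (adjusted p up to 0.156, 0.20 and 0.228), and without either HGF 6 h array those of ITGAV and SPP1 (0.0502 and 0.0618). Those at 6 h were lost without untreated replicate 1 or 2 (up to 0.156 and 0.193) and without HGF 6 h replicate 1 or 2 (up to 0.188 and 0.241).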

Interestingly, these categories altogether recapitulate the biological effects of HGF on epithelial and other adherent cells. As shown in Figure 3, the Mulcom list was significant in all four categories, and the most significant in three of them. 

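Enrichment was computed here with lists written for the 4 keywords and a one-sided Fisher's exact test against the 6370 measured genes, in place of the Ingenuity annotations, which were not used here. Of the 30 immediate-early and growth factor-induced transcription regulators, taken for gene expression, Mulcom called 11 in at least 1 comparison, limma 11 and SAM 6. The adjusted p over 12 such tests was 0.110, 0.0221 and 0.314. FOSL1, JUNB, IER2 and JUN are among the called. Over all measured genes, the share called was 19.1% for Mulcom, 14.2% for limma and 11.9% for SAM. Of 45 movement genes 14, 11 and 8 were called, in limma for example SEMA3C and PLAUR (adjusted p = 0.139, 0.139 and 0.314 from the exact test). Of 120 cell cycle genes 26, 20 and 12 were called, in limma for example CCNG2 and TTK (adjusted p = 0.402, 0.402 and 0.777 from the exact test). Of 31 apoptosis regulators 5, 4 and 5 were called, in limma for example BCL2A1 and CYCS (adjusted p = 0.777, 0.777 and 0.404 from the exact test). As reported, 1 of the 12 tests passed. With no filter 6 passed, with median centring 4, with cyclic loess 3, and 2 each with the stricter filter, with m = 0 in Mulcom and with an FDR under 5% in SAM. With the mean of each gene's probe sets, the spread of the 2 compared groups alone, a trended and robust prior or an adjustment over the 4 comparisons together, 0 passed. From the enrichment of the 4 keywords in the gene lists of Figure 3, the paper states that these categories recapitulate the effects of HGF on adherent cells, and from all comparisons it concludes that Mulcom generates lists of biologically informative genes.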

We then repeated this analysis on lists generated by the three tests on the Illumina dataset. Overall, enrichments were lower, and therefore the significance threshold was lowered to p < 0.005, yielding nine keywords enriched for Mulcom, seven for Limma and three for SAM (data not shown).

**Figure 3:**
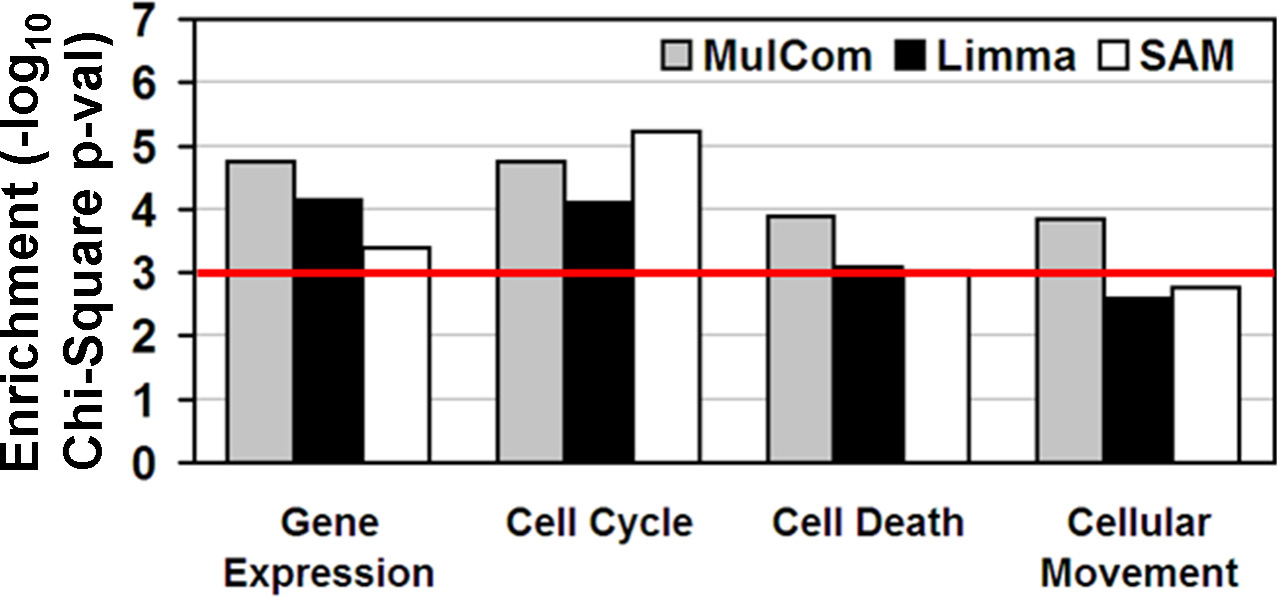
**Functional significance of Mulcom results**. Enrichment in annotation to specific cellular functions for gene lists generated by Mulcom, SAM and Limma (p-value below 0.001) and analysed using the Ingenuity pathway.

To extend the significance of the results we performed the same comparison between Mulcom, Limma and SAM on an unrelated time course experiment (GSE19044) [12]. In this experiment, germ line cell-derived pluripotent stem cells (GPSC) were induced to differentiate into hepatocytes and subsequently profiled at different stages. In order to identify differentially regulated genes between the reference time 0, and the different temporal stages, (namely day 2, day 7 day 21 and day 27) we applied the same settings for the statistical analysis as previously described (FDR < 0.01 or corrected p-value < 0.01) on the data series GPSC-A and GPSC-B (two independent cell lines). Cross validation of the results highlighted that Mulcom test was the most efficient in identifying a high number of differentially regulated genes, which were systematically validated in the second experiment. The results are presented in Additional file 1, Figure S1.

## Conclusions

Overall, these results show that, in a multiple comparison setting, the Mulcom package is particularly good at generating reliable lists of biologically informative genes. In our opinion, the main reasons for the good performance of Mulcom under these conditions are as follows: (i) Within-group variability is estimated from all experimental groups even if only two of them are compared at a time. It is therefore more reliable when few replicates are available for each group; (ii) The optional fold-change threshold *m *avoids false positives due to aberrantly low within-group variability and (iii) Automated test optimization linked to permutation-based FDR analysis allows sensitivity to be maximised without compromising specificity. Indeed, such an approach could be prone to overfitting i.e. identification of apparently optimal settings, which are highly dependent on the dataset. 

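IQGAP1 had an SD of 0.17 in untreated and 0.13 in transduced cells, and MBNL1 of 0.12 and 0.13 (n = 2). EGR1, whose arrays lay far apart, had a standard error of 0.50 from the spread of all 5 groups. With the spread taken only from the groups compared, Mulcom called 729 probe sets at 1 h, 1327 at 6 h and 0 at 24 h, and 0 in transduced cells, so that ITGB4 was not called. The search stopped at m = 0.5 and t = 3 there, so this miss does not show a need for the spread of all groups. With the same spread limma called 558, 1867, 0 and 3, the last all of ITGB4. At 6 h, the group whose arrays lay closest together, both counts were above those with the spread of all groups.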

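With m set to 0, t was searched up to 10 in place of 3, a range chosen after seeing the data. Mulcom then called 517 probe sets in at least 1 comparison, 458 of which were also called with m. The thresholds found were t = 6.9 at 1 h and t = 4.8 at 6 h. In a pair of runs chosen after seeing the data, 0 probe sets were called with m = 0 and t up to 3, and 1591, as before, with m above 0 and t up to 10. The 1133 called only with m had a median pooled SD of 0.181, at percentile 70.1 of the kept probe sets. The 59 called only without m had a median pooled SD of 0.0411, at percentile 1.1, and a median size of their log2 difference of 0.27. Without m, 84 probe sets were called at 1 h, 461 at 6 h, and 0 at 24 h and in transduced cells. ITGB4 itself was then not called, although limma and SAM called it on all 3 kept probe sets. No t up to 10 gave an estimated FDR under 5% in transduced cells, and larger t was not tried. At a log2 difference of 6.46 (standard error 0.13) ITGB4 may pass a larger t, so its miss does not show a need for m. Of 105 combinations of m and t per comparison, 63 had an estimated FDR under 5% at 1 h, 62 at 6 h, 11 at 24 h and 13 in transduced cells, and none of them had m = 0.1. At 1 h, m = 0.2 gave at most 713 calls, and at 6 h m = 0.3 gave at most 684. DUSP6, which ERK induces, differed by -0.69 at 1 h with a standard error of 0.29 (adjusted p = 0.166 from limma), while GYS1, glycogen synthase, rose by 0.68 with a standard error of 0.13 (adjusted p = 0.0239 from limma), a call lost without either untreated array or HGF 1 h replicate 1 (0.128 to 0.158).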

Of particular relevance to this issue is the fact that in the above-described dual platform-dataset the Mulcom test, albeit having been separately optimized on each of the two microarray platforms, yielded the most concordant lists of significant genes. Mulcom can also easily be applied to other -omics studies, like miRNomics, proteomics and metabolomics, where multiple experimental points are compared against the same reference.

## Preprocessing

### Microarray Data generation and preliminary treatment

Gene expression profiling was performed on the same set of RNAs independently on Affymetrix hgu133a and Illumina Human 8-V1 arrays, according to the manufacturer's protocols. Affymetrix raw data were processed with the R-Bioconductor suite http://www.bioconductor.org. Technical quality analysis was performed with the "Affy" package [13]. Probe data was summarized and normalized with RMA [14] Probe sets without a positive presence call in at least two samples were excluded from further analyses. 

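The fourth ITGB4 probe set was not kept by the filter. It measured 5.27 ± 0.29 in transduced and 5.06 ± 0.23 in untreated cells (SD, n = 2). The 5 probe sets of the HGF transcript were not kept either. Their means in untreated cells ran from 2.78 to 6.43, and after 1 h with HGF from 2.85 to 6.58. MET, the receptor of HGF, was kept on 3 probe sets. Without a filter, 845 probe sets were called at 1 h by limma and 648 at 6 h, in place of 575 and 631. With only the 5000 highest probe sets kept, 280 and 425 were called. The pigment enzyme TYR, which fell by 0.48 at 6 h (standard error 0.12, adjusted p = 0.0391 from limma), was not called without a filter, nor without either untreated array or either HGF 6 h array (adjusted p from 0.112 to 0.30).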

Illumina data were processed with the BeadStudio software 1.5.13 (Illumina) with Rank Invariant Normalization. Probes for which all samples showed a Detection Score lower than 0.99 were excluded from further analyses. Raw and normalized microarray data from both platforms are deposited in NCBI's Gene Expression Omnibus repository (accession ID: GSE26736).

### Ingenuity Pathway Analysis

All lists of gene symbols generated by the various tests were uploaded on IPA http://www.ingenuity.com and tested for enrichment in molecular and cellular functions. Enrichment (chi-square p-value) was estimated against the MDA-MB-435 background provided by the IPA software.

## Availability and requirements

Project name: Mulcom

Project home page: Operating system(s): Platform independent

Programming language: R

License: GNU GPL

Any restrictions to use by non-academics: none

Availability: http://bioconductor.org/help/bioc-views/2.8/bioc/html/Mulcom.html

## List of abbreviations

EP: Experimental Positives; FC: Fold Change; FDR: False Discovery Rate; GPSC: germ line cell-derived pluripotent stem cells; HGF: Hepatocyte Growth Factor; IPA: Ingenuity Pathway Analysis; ITGB4: Integrin-Beta4; MRP: Median Random Positives; MSE: Mean Square Error; SAM: Significance Analysis of Microarray

## Authors' contributions

EM and CI conceived the Mulcom Test, CI conceived the package and performed all the analyses. DC and TR developed part of the code. CI, TR, DC and EM wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1: Comparison between Mulcom, Limma and SAM on a time-course stem cell differentiation dataset**. Two time-course series conducted in parallel have been analyzed, A and B. Blue, red and green columns indicate the number of significant genes at each time point detected by, respectively, Mulcom, Limma and Sam. Internal columns in light blue, orange and light green indicate the number of genes significant in series A that were also significant in series B as identified by, respectively, Mulcom, Limma and SAM. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

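RNA of MDA-MB-435 cells was measured on 10 Affymetrix arrays, 2 each of untreated cells, of cells after 1, 6 and 24 h with HGF and of cells transduced with ITGB4. The authors summarized and normalized the probe data with RMA, so the deposited values are on the log2 scale and already normalized between arrays. The authors' step of excluding probe sets without a presence call is not part of these values. No other transformation was made before testing. Signal near background limits what can be told of genes with low values, and the number of arrays limits the precision of every difference.

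Gene symbols came from the platform annotation of the probe sets, in which 19065 had a single symbol, 1043 several and 2107 none, the 68 control probe sets apart. Probe sets with several symbols or none stayed in the tests and are not named. No symbol needed an update against the gene table of GRCh38.p14, whose positions served only for the genomic span of genes. Where a count of called genes is given, a gene counts when any of its kept probe sets was called.

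All tests ran in R 4.3.3 with limma 3.58.1. A linear model with a mean per group was fitted to all arrays together, with 5 residual degrees of freedom, and the variances were moderated towards a prior with 5.92 degrees of freedom and an SD of 0.144. P-values were adjusted by the method of Benjamini and Hochberg over the kept probe sets within each comparison. The comparisons were each HGF time point and the transduced cells against untreated cells, and, directly between groups, 6 against 1 h, 24 against 6 h, 24 against 1 h and 24 h against the transduced cells. The Mulcom statistic was written from the equations of the paper, with the spread within groups pooled over all groups and an FDR from the median number of calls in 100 permutations of the arrays. For each comparison the pair of m (0.1 to 0.5 in steps of 0.1) and t (1 to 3 in steps of 0.1) with the most calls at an FDR under 5% was taken. SAM was written from its published definition, with all 6 arrangements of 2 arrays against 2 and an FDR under 1%. The packages Mulcom and samr were not used. The 3 programs were tested on simulated data of 10137 probe sets, in which 50 each had a change of 0.5, 1, 1.5 and 2 on the log2 scale in the HGF 1 h group. Limma recovered 32%, 86%, 92% and 100% of them, with 12 false calls in 167. Mulcom recovered 30%, 86%, 94% and 100%, with 9 false calls in 164, and SAM 0%, 52%, 84% and 96%, with 0 in 116. In the simulated comparisons without a change, at 6 and 24 h and in transduced cells, SAM made 1 false call each. Limma and Mulcom made 0 calls there.

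Lists of genes were written from general knowledge, and 23 with at least 5 measured genes were tested in 6 comparisons with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry, each adjusted over the 138 tests. In these tests the probe set of a gene with the highest mean was chosen again where an array was left out. Enrichment of called genes in lists for the paper's 4 keywords used a one-sided Fisher's exact test over 12 tests. The genes named are those of a fixed rule. For each comparison with untreated cells they are the 10 largest increases and 10 largest decreases among called genes whose treated arrays both lay on the same side of both untreated arrays, and 5 and 5 between HGF time points. Where fewer than 10 genes were called they are all called genes and the 5 largest differences each way. From each list they are at most 4 called members each way, or the 2 largest differences where none was called, and always ITGB4, ITGA6, HGF and MET.

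The alternatives tried were no filter, a stricter filter, median centring, cyclic loess, the mean of the kept probe sets of each gene, the replicate number as a block, leaving out each array, the spread of the 2 compared groups, a trended and robust prior, adjustment over all comparisons with untreated cells, unadjusted p-values, a fold change threshold of 1.5, another draw of permutations, and other thresholds of Mulcom and SAM, among them m = 0, for which t was searched from 1 to 10. Chosen after seeing the data were the spread without the ITGB4 arrays, m = 0 with t up to 3 and m above 0 with t up to 10. The range of t from 1 to 10 used with m = 0 was also chosen then. The Illumina arrays of the same RNA, the germ line cell-derived stem cell data and the Ingenuity annotations were not analysed here.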

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

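The search for probe sets called in opposite directions at 1 and 6 h was chosen after the calls were seen, and the other tests in this part were chosen before.

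HGF 6 h and HGF 24 h differed directly at 1981 probe sets by limma, and HGF 6 h and HGF 1 h at 1857, which singles them out as differences between time points tested against each other and not only against untreated cells. The paper reports comparisons with untreated cells. A pattern within them is the course of 31 genes of ribosome biogenesis and MYC targets. Of these, 15 were higher at 6 than at 1 h (22 adjusted over the list alone) and 21 lower at 24 than at 6 h. The number higher at 6 h could fall when a single array was left out. The list's median difference between 6 and 1 h then ran from 0.36 without HGF 6 h replicate 2 to 0.52 without HGF 1 h replicate 1. The largest falls from 6 to 24 h include MRTO4 and NOP2, assembly factors of the large ribosomal subunit, at -1.33 and -1.17 (standard errors 0.20 and 0.15).

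For the rise of this list at 6 h, a single array was weighed as the cause. The lowest median over the 4 pairs of an HGF 6 h and an untreated array was 0.44 and the highest 0.63, which argues against it. With cyclic loess, the list's median lay 0.49 above that of all genes, as against 0.50 in the values as deposited. A further normalization thus hardly changed the rise. Normalization as the cause cannot be tested this way, since the RMA step was not undone and a shift of a whole array cancels in this measure. HGF itself may be the cause, as a hypothesis found and tested on the same data, and handling of the cells or a change of medium stays open, since no array tests it. With an estimated correlation the list did not pass limma's camera (adjusted p = 0.891).

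The other results were singled out as differences between HGF 24 h and HGF 6 h or as signals in genes the paper does not discuss. Of 26 genes of the unfolded protein and stress response 10 were higher and 2 lower at 24 h than at 6 h (11 and 2 adjusted over the list alone, camera adjusted p = 5.99e-04, 0.891 with an estimated correlation), and without HGF 6 h replicate 2 the number higher was 4. Of 14 mRNA decay and splicing factors 8 were lower at 24 h than at 6 h (9 adjusted over the list alone, camera adjusted p = 0.00222, 0.891 with an estimated correlation), with SRSF7 at -1.16 (standard error 0.16) and called on 2 of its 3 kept probe sets, and the number was 3 without HGF 6 h replicate 2 and 5 without HGF 24 h replicate 1. Of 21 genes of cholesterol biosynthesis 8 were lower at 24 h than at 6 h (9 adjusted over the list alone, camera adjusted p = 0.0292, 0.891 with an estimated correlation), with NSDHL at -0.85 (standard error 0.15), and 4, 5, 5 and 5 without HGF 6 h replicate 1 and 2 and HGF 24 h replicate 1 and 2. Of 54 genes of the G2 and M phases 14 were lower at 1 h adjusted over the list alone and 7 over all probe sets, at a camera adjusted p of 0.00666 (0.944 with an estimated correlation). Without untreated replicate 2 and HGF 1 h replicate 1 that p was 0.785 and 0.466, and 0 of these genes were called, likewise without untreated replicate 1.

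Called in opposite directions at 1 and 6 h were 4 probe sets, which are named because the count is small. BCL2A1 differed by -0.86 at 1 h and 0.70 at 6 h, DDIT3, a transcription factor of endoplasmic reticulum stress, by 0.64 and -0.60, and UBR4, a ubiquitin ligase, by 0.50 and -0.45. The fourth, a probe set without a single symbol, differed by -0.50 and 0.57. Limma's adjusted p of UBR4 at 6 h was 0.0494, close to the threshold. The calls of these probe sets at 1 h did not stay without untreated replicate 1, untreated replicate 2 or HGF 1 h replicate 1.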

How the results depend on the processing

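The spread without the ITGB4 arrays, m = 0 with t up to 3 and m above 0 with t up to 10 were chosen after seeing the data, as was the range of t up to 10 used with m = 0, and all other alternatives were chosen before. Over 24 results and 32 alternatives, 238 of 419 values stayed within 1.5 times of the main value or moved by less than the spread between replicates, and 181 moved further. For the genes named, 6421 of 7228 values neither lost nor gained a call. Of the rest, 775 lost their call, 736 of these when an array was left out, and 32 gained one. Of the 4520 values whose main difference was called, 0 turned their direction. Turns of uncalled differences were not counted. ITGB4 at 24 h, at -0.017 with all arrays, is an example, since its HGF 24 h mean of 6.62 lies above untreated replicate 2, at 6.58. For the gene lists, 3829 of 4368 counts stayed within 1.5 times. The number of arrays and signal over background limit these results. The cause was not tested for any change of a value given here, unless the alternative tests fewer probe sets or uses fewer arrays.

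With all arrays, limma called 575, 631, 0 and 5 probe sets at 1, 6 and 24 h and in transduced cells (1156 in all), 1857 between 6 and 1 h, 1981 between 24 and 6 h, 1 between 24 and 1 h and 217 between 24 h and transduced cells. Mulcom called 737, 921, 5 and 25 (1591 in all) and SAM 385, 585, 89 and 6 (990 in all), and 720 were called by all 3 tests. Of the gene list tests 20 passed camera, and of the keyword tests 1 passed.

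Without a filter, limma called 10 between 24 and 1 h and 340 between 24 h and transduced cells, Mulcom called 3 at 24 h and 7 in transduced cells, SAM called 46 at 24 h, 34 list tests passed and 6 keyword tests. With the stricter filter, which tests fewer probe sets, limma called 280 at 1 h, 1010 between 6 and 1 h, 1182 between 24 and 6 h, 0 between 24 and 1 h, 108 between 24 h and transduced cells and 671 in all. Mulcom called 375 at 1 h, 519 at 6 h and 856 in all, SAM 159, 327 and 42 at 1, 6 and 24 h and 497 in all, 373 were called by all 3 and 2 keyword tests passed. With the mean of each gene's probe sets, which also makes fewer tests, limma called 1 in transduced cells, 6 between 24 and 1 h and 90 between 24 h and transduced cells, Mulcom 599 at 6 h and 8 in transduced cells, SAM 374 at 6 h, 52 at 24 h, 1 in transduced cells and 644 in all, and 0 keyword tests passed.

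With median centring and with cyclic loess, limma called 5 between 24 and 1 h with either, SAM called 20 and 27 at 24 h, and 4 and 3 keyword tests passed. At 1 h, 82.7% and 90.8% of limma's calls were lower, as against 89.6% in the values as deposited.

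Arrays of different groups share only a replicate number, and the deviations of same-numbered arrays from their group means correlated between -0.14 and 0.46 over pairs of groups (median 0.172). With the number as a replicate block, limma called 794, 903, 0 and 7 at 1, 6 and 24 h and in transduced cells, 414 between 24 h and transduced cells and 1601 in all, and Mulcom 903, 766, 21 and 21 and 1598 in all. With the replicate block 19 list tests passed. SAM needs 2 arrays per group and has no block, so neither the block nor the left-out arrays were run for it.

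Leaving out an array leaves a group with a lone array, which is assumed to vary like the other groups. Limma then called 0 to 977 at 1 h, 19 to 863 at 6 h, 0 to 10 at 24 h, 201 to 2174 between 6 and 1 h, 477 to 2263 between 24 and 6 h, 0 to 33 between 24 and 1 h, 5 to 966 between 24 h and transduced cells and 23 to 1716 in all. Mulcom called 0 to 903, 66 to 1091, 0 to 82 and 0 to 33 at 1, 6 and 24 h and in transduced cells, and 80 to 1883 in all. Between 13 and 28 list tests passed, and the correlation of the differences at 1 and 24 h, 0.670 with all arrays, ran from 0.403 without HGF 24 h replicate 2 to 0.745 without HGF 24 h replicate 1.

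At 1 h, limma called 0 without untreated replicate 1, untreated replicate 2 or HGF 1 h replicate 1, 241 without either HGF 6 h array and 977 without either ITGB4 array. At 6 h it called 66 and 19 without untreated replicate 1 and 2, and 59 and 25 without HGF 6 h replicate 1 and 2. At 24 h it called 10 without either ITGB4 array and 1 without untreated replicate 1. Between 24 h and transduced cells it called 966 without ITGB4 replicate 2 and 7 without ITGB4 replicate 1, 5 and 13 without HGF 24 h replicate 1 and 2, 12 without either HGF 6 h array and 59 without either untreated array. Mulcom called 0 at 1 h without either untreated array and 61 without HGF 1 h replicate 1, 66 at 6 h without HGF 6 h replicate 2, and 82 at 24 h without either ITGB4 array. The fewest list tests passed without HGF 1 h replicate 1, at 13.

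With the spread of the 2 groups alone, limma called 1867 at 6 h, 3 in transduced cells, 47 between 24 and 1 h, 5 between 24 h and transduced cells and 2275 in all, Mulcom called 0 at 24 h and 0 in transduced cells, and 0 keyword tests passed. With the spread without the ITGB4 arrays, limma called 977 at 1 h, 10 at 24 h and 33 between 24 and 1 h, and Mulcom 1463 at 1 h and 88 at 24 h. With a trended and robust prior, limma called 0 between 24 and 1 h and 0 keyword tests passed. Adjusted over the 4 comparisons with untreated cells together, limma called 261, 313, 17 and 37 and 602 in all, 471 were called by all 3 and 0 keyword tests passed. At an unadjusted p under 0.05, limma called 2692, 2357, 1131 and 617 and 4935 in all, 3571 between 6 and 1 h, 3457 between 24 and 6 h, 1491 between 24 and 1 h and 2239 between 24 h and transduced cells. With a change of at least 1.5-fold as well, 1157 and 1220 were called between 6 and 1 h and between 24 and 6 h.

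With a second draw of permutations, Mulcom called 10 in transduced cells. At an FDR under 1%, Mulcom called 216 at 1 h, 241 at 6 h, 16 in transduced cells and 468 in all, with 398 called by all 3. With m set to 0 and t searched up to 10 (t = 6.9 at 1 h and 4.8 at 6 h) it called 84, 461, 0 and 0 and 517 in all, with 246 called by all 3 and 2 keyword tests passed. With m set to 0 and t up to 3 it called 0, 0, 0 and 0 and 0 in all, with 0 called by all 3, while with m above 0 and t up to 10 its calls were 737, 921, 5 and 25, the numbers found with t up to 3. With thresholds common to all comparisons it called 140 at 1 h, 183 at 6 h and 346 in all, with 290 called by all 3. SAM called 1253, 2048 and 315 at 1, 6 and 24 h and 3060 in all at an FDR under 5%, with 1123 called by all 3 and 2 keyword tests passed. With an s0 of 0 it called 4, 1, 4 and 1 and 10 in all, with 2 called by all 3. With an estimated correlation 0 list tests passed, and with fry 4.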

Differences from the paper's values

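Of 20 numbers of probe sets and genes that the paper states and that were computed here, 16 lie within 1.5 times of the paper's value and 4 do not. The thresholds are the paper's for Mulcom and SAM, with an adjusted p for limma, where the paper's text gives a p-value under 0.05. Gene counts also differ in their mapping. The 10137 kept probe sets stand for 6370 genes here, with 1076 probe sets left out of gene counts, and the paper gives more genes for as many probe sets. The part of the mapping in the differences between gene counts was not tested.

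For genes called by Mulcom at HGF 1 h, the paper's value is 867 and the value here is 571. Of 21 alternatives, 10 lie within 1.5 times of the paper's value. All 21 were set before the data were examined, except for the range of t used with m = 0. These are no filter (708), median centring (726), cyclic loess (768), the mean of each gene's probe sets (606), the replicate block (685), the second draw of permutations (618), and leaving out HGF 1 h replicate 2 (714), HGF 24 h replicate 1 (656) or either ITGB4 array (673). The stricter filter, the spread of the 2 groups, the other left-out arrays and the other Mulcom thresholds do not. The spread without the ITGB4 arrays, an alternative chosen after seeing the values, gives 1109 and also lies within 1.5 times. Chosen after seeing the values as well, m = 0 with t up to 3 gives 0 and m above 0 with t up to 10 gives 571, and neither does. Which of the paper's genes these settings drop cannot be given, since the paper's gene lists were not used here.

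For genes called by SAM at HGF 1 h, the paper's value is 723 and the value here is 307. Of 7 alternatives, only an FDR under 5% for SAM lies within 1.5 times (893). No filter, the stricter filter, median centring, cyclic loess, the mean of each gene's probe sets and an s0 of 0 do not.

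For genes called by limma in transduced cells, the paper's value is 6 and the value here is 3. Of 21 alternatives, no filter (4) and the replicate block (5) lie within 1.5 times, and the others do not. For genes called by SAM in transduced cells, the paper's value is 75 and the value here is 4, and none of the 7 alternatives lies within 1.5 times.

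Figure 2 of the paper shows Mulcom, SAM and limma each with probe sets that no other test calls, the fewest for limma. Here limma had 0 probe sets of its own, while Mulcom had 355 and SAM 190. The paper states that the list of Mulcom was enriched for all keywords and the most enriched for most of them. With the lists written here and Fisher's exact test, 0 of 4 keywords passed for Mulcom (the smallest adjusted p was 0.110), 1 passed for limma, gene expression (adjusted p = 0.0221), and 0 for SAM (smallest adjusted p = 0.314). For cellular movement, the unadjusted p of the exact test was the smallest for Mulcom, at 0.0365. Under other settings Mulcom passed for gene expression with no filter, the stricter filter, median centring or m = 0 (adjusted p = 0.00128, 0.0251, 0.0476 and 0.0183 from the exact test), for cellular movement with no filter or cyclic loess (0.0185 and 0.0470) and for cell cycle with no filter (0.00128), and with none for cell death. Mulcom had the smallest unadjusted p of the exact test for 3 of 4 keywords with no filter and with an adjustment over the 4 comparisons together. The annotations of the paper were not used, so the categories differ in their genes.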

Other observations

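The tests of an array difference, of genomic span, of RNA 5' ends and of normalization as causes of the lower calls at 1 h were chosen after the result was seen, as was the course of those genes at later times, and the other tests in this part were chosen before.

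Between 6 and 24 h with HGF, some regulators of entry into the cell cycle fell and others rose. CCND1, the D-type cyclin that growth factors induce, fell by 2.07 (standard error 0.37, adjusted p = 0.00500 from limma), a size that is not exact at a mean of 6.33 at 24 h, and SKP2 and the phosphatase CDC25A by 1.08 and 1.01 (standard errors 0.18 and 0.19), while CCNG2 and BTG1 rose by 0.85 and 0.72 (standard errors 0.19 and 0.13). The call of CCNG2 was lost without HGF 24 h replicate 2 (adjusted p = 0.0781) and HGF 6 h replicate 1 (0.0965) and that of BTG1 without HGF 6 h replicate 2 (0.0511), and the others stayed whichever array was left out. Of 22 G1 regulators 5 were higher and 5 lower by limma in that comparison (7 and 6 adjusted over the list alone). Both numbers could fall when a single array was left out. The list as a whole had a camera adjusted p of 0.943. Of 13 heat shock proteins 0 were higher and 5 lower (0 and 6 adjusted over the list alone), with HSPH1 at -1.25 (standard error 0.23). The number lower could fall when a single array was left out. The list's median then ran from -0.27 (for example without untreated replicate 1) to -0.45 (without HGF 24 h replicate 2). The camera adjusted p was 0.0363 with all arrays and 0.891 with an estimated correlation, and the list did not pass without HGF 24 h replicate 1. SLC2A1, a glucose transporter, fell by 0.94 and ERBB3 rose by 1.02 (standard errors 0.16 and 0.14), and both calls stayed whichever array was left out.

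Of 515 probe sets lower at 1 h by limma, 497 (96.5%) were below untreated cells also at 24 h and 379 (73.6%) at 6 h, where 100 simulations of unchanged groups against the shared untreated arrays gave 85.4% and 85.2%. Of 60 higher at 1 h, 53 (88.3%) were above untreated cells at 24 h and 46 (76.7%) at 6 h, where the simulations gave 91.1% and 89.8%. Of the 515 lower, 326 differed between 6 and 1 h and 1 between 24 and 1 h. Of 395 higher at 6 h, 371 differed between 24 and 6 h. Of these 395, 138 (34.9%) were above untreated cells at 24 h and 285 (72.2%) at 1 h, where the simulations gave 86.1% and 86.2%. The simulated groups hold no effect, so their probe sets were picked by noise, in part that of the shared untreated arrays. Called probe sets with an effect owe less to that noise. A share under the simulated one therefore does not by itself show a turn of direction. Whether the simulated shares change with the correlation between same-numbered arrays was not tested. Of 17 genes of the MET receptor and its adaptors, 0 were called in transduced cells, with a camera adjusted p of 0.0435 (0.891 with an estimated correlation), and CD44, a MET coreceptor, at 0.41 (standard error 0.12, adjusted p = 0.445 from limma). The camera adjusted p of this list was 0.292 without untreated replicate 2, 0.0600 without HGF 1 h replicate 1, 0.0500 without HGF 6 h replicate 2, 0.0528 without HGF 24 h replicate 1, and 0.0876 and 0.173 without ITGB4 replicate 1 and 2. The ribosome biogenesis list had 0 calls at 24 h against untreated cells, with a median of -0.18 and a camera adjusted p of 0.0435 (0.891 with an estimated correlation), which was 0.0953, 0.0639 and 0.409 without untreated replicate 1, HGF 1 h replicate 1 and HGF 24 h replicate 1.

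Most calls at 1 h were lower, 515 as against 60 higher by limma, while at an unadjusted p under 0.05, 1577 were lower and 1115 higher (58.6% lower). The probe sets lower at 1 h differed as a set between the ITGB4 arrays by a median of 0.31 beyond that of all probe sets and between the HGF 24 h arrays by 0.27, but between the untreated and the HGF 6 h arrays by -0.025 and 0.040, so a difference between arrays that is unrelated to HGF may be part of the pattern. Their genes are longer, with a median genomic span of 68.9 kb, as against 8.46 kb for those higher and 30.7 kb for all, and the difference at 1 h correlated with span at a Spearman coefficient of -0.36 across probe sets, which are not independent. With the trend on span removed from each array and the calls made anew, limma called 320 lower of 385 (83.1%), as against 480 of 538 before, which argues against span as the whole cause and leaves it open as a part. With median centring or cyclic loess at least 82.7% of calls were lower, which argues against a remaining shift between arrays as the cause. The RMA step itself was not undone, so its part was not tested. The 3' and 5' ends of ACTB differed by -0.026 more than in untreated cells. This cannot be told apart from no loss of RNA ends, because ACTB and GAPDH lie above the 99th percentile and their signal may be saturated.

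In transduced cells, 38 of 44 S phase genes were above untreated cells, with 0 called by limma, a median of 0.23 and a camera adjusted p of 1.02e-04, which was 0.96 without untreated replicate 1 and 0.891 with an estimated correlation. Of 54 genes of the G2 and M phases 40 were above, with 0 called, at a camera adjusted p of 0.0134 (0.944 with an estimated correlation), which was 0.0601 and 0.107 without ITGB4 replicate 1 and 2, and without untreated replicate 1 the direction was down (0.0203), as the ITGB4 arrays have medians of 0.10 and 0.14 and the untreated arrays of -0.25 and 0.25. The medians of ITGB4 replicate 1 and 2 for the S phase list, 0.22 and 0.16, argue against a single ITGB4 array as the cause. Against untreated replicate 1 alone the median was 0.41 and against replicate 2 alone -0.053, which is what a single untreated array would give, so a low replicate 1 of the untreated cells is a candidate explanation, and an effect of ITGB4 was not tested apart from it. Medians of this list on replicate 1 and 2 were -0.22 and 0.22 in untreated cells, -0.11 and 0.11 at 1 h, -0.10 and 0.14 at 6 h, and -0.32 and 0.15 at 24 h.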
